A study of Mus musculus with 10 samples. Its data were reported in "A method for stabilising the XX karyotype in female mESC cultures" (2022).

How the data were processed

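Low-coverage whole-genome DNA sequencing was performed on male C57/Bl6 mouse embryonic stem cell (mESC) lines kept in 2i/LIF medium, which holds the cells in a naive pluripotent state through 2 kinase inhibitors and a cytokine. The 10 libraries came from 2 independently derived lines and fall into 5 groups of 2, namely the cultures at the start of the experiment (p0), and cultures after 10 and 20 passages (p10 and p20) in either the Mulas2019 or the Keniry2022 conditions. Mulas2019 is the published reference protocol and Keniry2022 is the modified protocol of the study, in which cells are passaged daily, at higher density and in suspension. Group and replicate number were taken from the sample titles. Per the methods of the study each line was split into both conditions at p0, so libraries with the same replicate number share a cell line. Replicates are therefore separate lines, and a group of 2 gives a weak estimate of their spread.

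The authors deposited 1 table for all libraries, with log2 values in 272566 rows. According to the submitters' processing notes reads were demultiplexed with bcl2fastq and mapped with Bowtie2 to mm10, both without a stated version. The methods describe CPM in bins of 1 Mb with blacklisted regions excluded, but the deposited log2 values were in windows of 10 kb with none excluded, and the tool that made the table is not given in the sources used here. The unit was therefore settled from the values. Each deposited log2 value equalled the log2 of a whole number of reads times the ratio of the largest library total to that of the library, and windows without a read had been given 0.9 reads. Every library therefore summed to about the largest library total and not to the total that the term CPM, used for the table, implies. Whole reads were recovered for 100.0% of values at a tolerance of 0.1 reads. The ends of the last windows matched the GRCm38 (mm10) lengths of all 21 chromosomes. The 2 mitochondrial windows held 0 reads in every library and were left out.

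Recovered reads ranged from 27270648 to 35354358 per library, which gave a median of 11321 to 14567 reads per 1 Mb bin and a counting error of 0.829% to 0.940% of the bin. Binomial 95% confidence intervals for shares of reads were computed by the Wilson method and cover counting error only, since PCR copies were not marked by molecular identifiers. Linear values were scaled to CPM and summed in bins of 1 Mb, and bins with a mean CPM under 0.1 of the median bin were removed, which left 2541 of 2737 bins (2391 autosomal, 149 on X and 1 on Y). GC content was taken from the GRCm38 sequence. ENCODE blacklisted regions and replication timing data were not used here.

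The study used voom, which needs counts. Because the deposited unit is log2, the main test was limma with a trended prior on log2 CPM (limma 3.58.1, statmod 1.5.0, R 4.3.3), and voom on the recovered reads was an alternative. All 10 libraries entered 1 fit with 5 group coefficients and the cell line as a random block through duplicateCorrelation (consensus correlation 0.132). TREAT with a minimum fold change of 1.1 was followed by Benjamini-Hochberg adjustment at 0.05. The methods print the minimum as a log2 fold change of 1.1, which is a fold of 2.14, and this reading was run as an alternative beside a fit with no minimum. Chromosomes were tested with limma on the median log2 CPM of their bins minus the median of autosomal bins, over 21 chromosomes. The spread of a library around p0 was the SD over autosomal bins of the log2 ratio to the p0 library of the same line, and was compared between protocols with a two-sided exact permutation test and an exact sign-flip test over pairs of the same line and passage. For the GC correction a loess curve (span 0.3) of log2 CPM on the GC content of autosomal bins was subtracted from each library. Because all comparisons with p0 use the same 2 libraries, no overlap or correlation between them was computed. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps.

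The pairing by cell line comes from the design of the study. It was checked by correlating, over autosomal bins, the difference between replicate 1 and replicate 2 of 1 group with that of another group, after the GC correction. Over the 6 pairs of groups without p20 Keniry2022 the correlation was 0.010 to 0.525. Over the 4 pairs with p20 Keniry2022 it was -0.687 to -0.039. Without chromosome 3, whose share differs between the lines, the same correlations were -0.050 to 0.185 and -0.076 to 0.053, so that the check did not tell p20 Keniry2022 from the other groups. The Y chromosome reads left the replicate numbers of the p20 Keniry2022 libraries in doubt. These libraries are therefore called by their label, and the crossed pairing was added as an alternative after the data were examined.

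The named bins follow a rule fixed before the data were examined, namely the 2 bins with the largest positive and the 2 with the largest negative log2 fold change (log2FC) in each comparison among those past the threshold and changed the same way in both lines. Chromosomes X, Y and 3 and the autosome with the largest shift in each comparison were also fixed then. Chromosome 3 was chosen because a figure of the study, made from these same libraries, shows its share moving. Its tests are therefore not independent of that choice. The alternatives covered the block, the GC correction, the minimum change, the variance prior, the filter on low bins, the bin size, the scale and centring, voom, and leaving out each library in turn. The fit was tested on simulated data with the bin means, library sizes and spread between libraries of a group taken from the data for the p10 Mulas2019 comparison with p0, with 200 of 2541 bins changed in each of 5 simulations. Of bins changed 1.2-fold, 79.8% were called, of bins changed 1.5-fold, 100.0% were called, and of the unchanged bins 0 of 11705 were called. The unchanged bins lay below the minimum change of the test, and the simulated noise was independent between bins. Their count therefore says nothing about calls caused by a trend shared by many bins. The GC slopes were also tested on simulated windows for the same comparison.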

Results

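DNA sequencing was used to ask how far male mESC cultures move from their starting genome over 10 and 20 passages in the Mulas2019 and Keniry2022 conditions. The data comprised 10 libraries, with 2 lines in each of 5 groups. The depth of replicates 1 and 2 was 30515890 and 30644653 reads at p0. In Mulas2019 conditions it was 27270648 and 35354358 reads at p10, and 35106917 and 28600192 reads at p20. In Keniry2022 conditions it was 31482659 and 32435718 reads at p10, and 32707364 and 33003961 reads at p20. The values were reads per bin of 1 Mb on a log2 CPM scale, recovered from deposited log2 values of 10 kb windows. Changes are log2FC over 2541 bins, tested with limma's TREAT against a minimum fold change of 1.1 and adjusted by the Benjamini-Hochberg method at 0.05.

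The first comparison asked which bins differed from p0 in Mulas2019 conditions. At p10, 1495 of 2541 bins (58.8%) passed the threshold, with 842 higher and 653 lower. At p20, 226 bins (8.89%) passed, with 222 higher and 4 lower. The alternative that moved the p10 value most among those that kept the minimum change and the bin size was the GC correction, after which 1 bin (0.039%) passed with the random replicate block and 2 bins (0.079%) with a fixed one. The p20 count changed when single libraries were left out, in refits that leave a group with 1 library. It was 0 without either p0 library, and 1.53% without p20 Mulas2019 replicate 2. Without p20 Mulas2019 replicate 1 the lower bins numbered 33. With the minimum read as a log2FC of 1.1, 0 bins passed with limma at p10 and 0 at p20, and 0 had an unadjusted p under 0.05 at p10.

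The largest gains at p10 in Mulas2019 conditions lay on chromosome X. The bin from 87000001 to 88000000, which holds 1 protein-coding gene and has a GC content of 35.2%, had a log2FC of 0.79 (SE 0.046, limma adjusted p 1.25e-07), with 0.75 in replicate 1 and 0.84 in replicate 2. The bin from 84000001 to 85000000 (GC content 36.2%) had a log2FC of 0.72 (SE 0.042). After the GC correction these values were 0.15 and 0.11. The largest losses lay in GC-rich bins. On chromosome 4 the bin from 140000001 to 141000000 (GC content 51.8%, 10 protein-coding genes) had a log2FC of -0.44 (SE 0.033, limma adjusted p 3.27e-06), and on chromosome 8 the bin from 120000001 to 121000000 (GC content 52.4%, 11 protein-coding genes) also had -0.44 (SE 0.035). After the GC correction they had -0.04 and -0.03. At p20 in Mulas2019 conditions both named gains were on chromosome 3, from 44000001 to 45000000 (log2FC 0.46, SE 0.059, limma adjusted p 0.0115) and from 77000001 to 78000000 (log2FC 0.46, SE 0.050, limma adjusted p 0.0112). The named losses were on chromosome 4 from 128000001 to 129000000 (log2FC -0.23) and on chromosome 7 from 139000001 to 140000000 (log2FC -0.22). As the count was 0 without either p0 library, none of these 4 bins passed in those refits, which leave p0 with 1 library. Over the refits without 1 library their log2FC stayed at 0.35 to 0.58, 0.38 to 0.53, -0.24 to -0.22 and -0.24 to -0.19 in the order given. After the GC correction they were 0.21, 0.22, -0.06 and -0.03.

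The same comparison was made in Keniry2022 conditions. At p10, 107 bins (4.21%) passed the threshold, all of them higher. This count was 0 with voom (339 bins at an unadjusted p under 0.05), in the fit without the replicate block, without either p0 library and without p10 Keniry2022 replicate 2, while it was 8.34% without p10 Keniry2022 replicate 1. With limma 347 bins had an unadjusted p under 0.05 in the main fit and 327 without the replicate block. The bins named by rule were on chromosome X from 87000001 to 88000000 (log2FC 0.36, SE 0.046, limma adjusted p 0.0345) and on chromosome 3 from 77000001 to 78000000 (log2FC 0.32, SE 0.050, limma adjusted p 0.0426), and had 0.09 and 0.10 after the GC correction. In the refits without 1 library their log2FC stayed at 0.30 to 0.42 and 0.29 to 0.35. At p20, 0 bins passed with limma and 20 had an unadjusted p under 0.05. With voom 0 bins passed as well, and 12 had an unadjusted p under 0.05. With no minimum change, 17.4% of bins differed from p0 at p20 in Keniry2022 conditions, so the count of 0 refers to changes beyond the minimum.

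**Figure D1:**
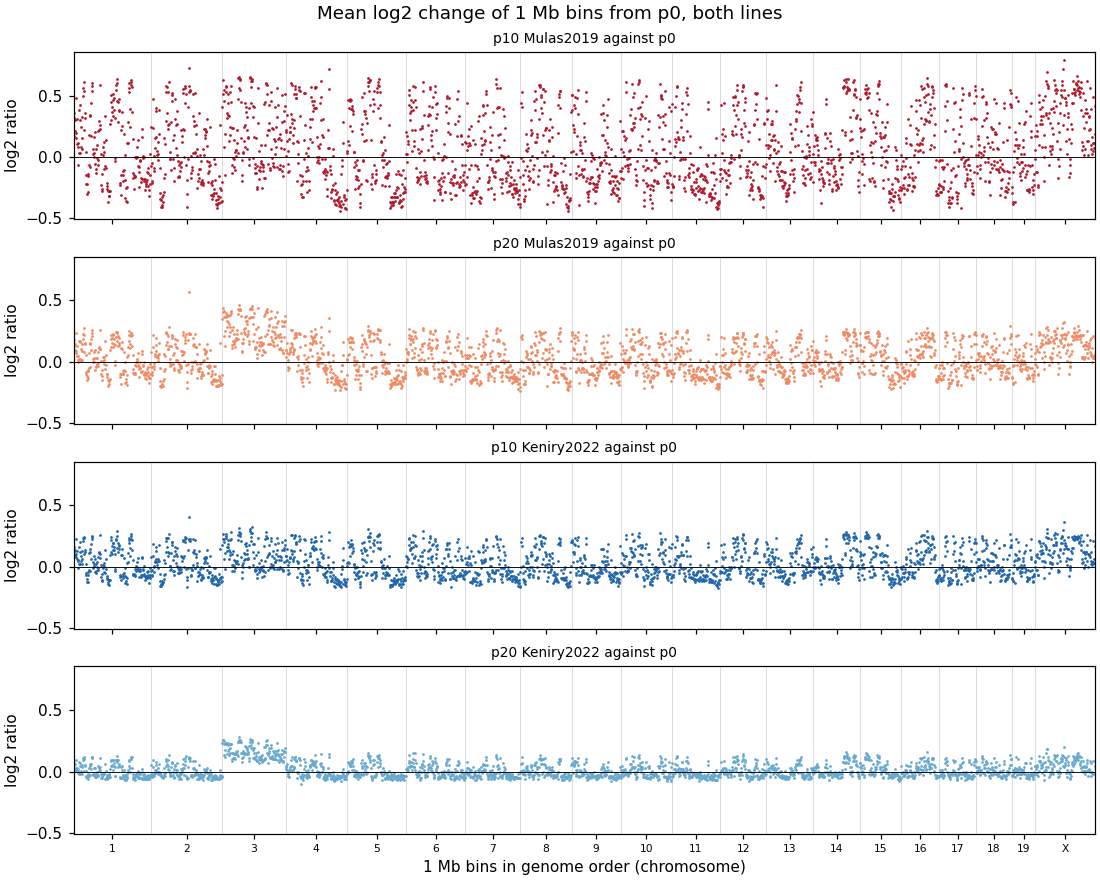
Mean log2 ratio to p0 over both lines (y axis) for each 1 Mb bin in genome order (x axis, chromosomes 1 to 19 and X), with 1 panel for each passage and protocol. All panels are ratios to the same 2 p0 libraries, the ratios are widest at p10 in Mulas2019 conditions, and chromosome 3 stands above its neighbours at p20 in both protocols.

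Whether the protocols differed was tested directly. At p10, 745 bins (29.3%) differed between Keniry2022 and Mulas2019 conditions, 204 higher and 541 lower in Keniry2022 conditions. Leaving out single libraries moved this share between 14.4% (without p10 Keniry2022 replicate 1) and 35.4% (without p10 Keniry2022 replicate 2). The higher bins numbered 83 and 123 without p10 Mulas2019 replicates 1 and 2, 20 without p10 Keniry2022 replicate 1, and 108 with libraries centred on the autosomal median. At p20, 0 bins differed with limma and with voom, with 6 and 10 bins at an unadjusted p under 0.05. Without a minimum change 63.7% of bins differed at p20. When matched by days in culture, p20 Keniry2022 against p10 Mulas2019, 1252 bins (49.3%) differed, 497 higher and 755 lower in Keniry2022 conditions. Within Mulas2019 conditions 484 bins (19.05%) differed between p20 and p10, 26 higher and 458 lower at p20. The count of higher bins was unstable, with 2 after centring on the autosomal median, 53 with voom, 1 and 8 without p10 Mulas2019 replicates 1 and 2, and 54 and 44 without p20 Mulas2019 replicates 1 and 2. The difference between protocols in the change from p10 to p20 passed the threshold in 0 bins with limma and with voom, with 91 and 113 bins at an unadjusted p under 0.05.

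In Keniry2022 against Mulas2019 conditions at p10, the chromosome 4 bin from 140000001 had a log2FC of 0.29 and the chromosome 15 bin from 84000001 had 0.28, while the chromosome 4 bin from 113000001 had -0.44 and the chromosome X bin from 87000001 had -0.43. With the GC trend removed these 4 values were 0.04, 0.05, -0.12 and -0.06. Between p20 Keniry2022 and p10 Mulas2019, the chromosome 10 bin from 80000001, with 55 protein-coding genes and a GC content of 53.7%, had a log2FC of 0.41 that became -0.01 after the GC correction. The chromosome 4 bin from 140000001 had 0.41, and the X bins from 87000001 and 84000001 both had -0.59, and after the GC correction these 3 had 0.03, -0.10 and -0.12. Between p20 and p10 in Mulas2019 conditions, the chromosome 3 bins from 101000001 and 88000001 both had 0.31, and the X bins from 87000001 and 110000001 had -0.47 and -0.42, which after the GC correction were 0.18, 0.16, -0.08 and -0.11.

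The distance of each library from its own starting culture was summarised as the SD over autosomal bins of the log2 ratio to the p0 library with the same replicate number. It was 0.278 and 0.292 at p10 and 0.132 and 0.155 at p20 in Mulas2019 conditions, and 0.102 and 0.132 at p10 and 0.075 and 0.060 at p20 in Keniry2022 conditions. The p0 libraries differed from each other by an SD of 0.028. The mean was 0.214 ± 0.083 (SD, n = 4) in Mulas2019 and 0.092 ± 0.032 (SD, n = 4) in Keniry2022 conditions. The difference of 0.122 had a two-sided exact permutation p of 0.057 over 70 splits, where the smallest possible value was 0.029. Mulas2019 was higher in 4 of 4 pairs of the same replicate number and passage, with an exact sign-flip p of 0.125, which is the smallest that 4 pairs allow. The 4 values of a protocol are 2 lines at 2 passages of the same cultures and are not independent, while both tests treat the 4 values or pairs as exchangeable units. The alternative that moved the difference most was the GC correction, which lowered it to 0.016 (exact permutation p 0.143). After it 1 of the 4 pairs was reversed, with 0.040 in Mulas2019 and 0.054 in Keniry2022 conditions for replicate 1 at p20. For replicate 2 at p20 the values were 0.074 and 0.032. Both p20 pairs rest on the replicate numbers of the p20 Keniry2022 libraries, which are in doubt. With these replicate numbers crossed the difference before the GC correction was 0.122.

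**Figure D2:**
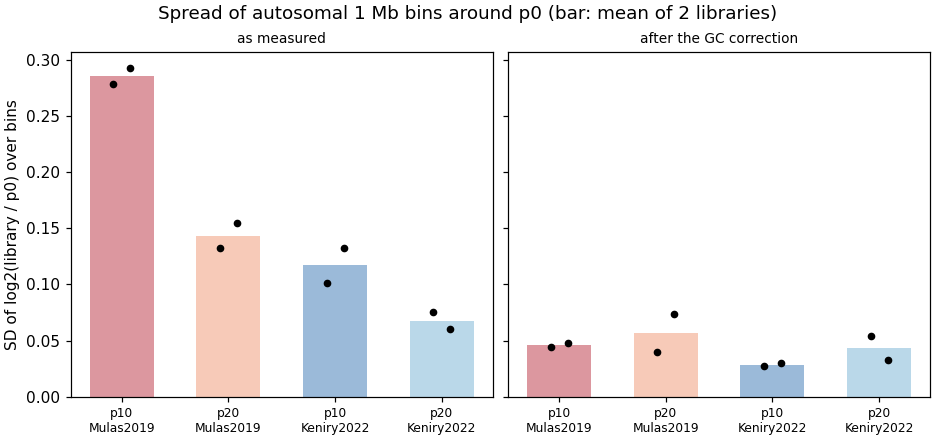
SD over autosomal 1 Mb bins of the log2 ratio to the p0 library with the same replicate number (y axis), by passage and protocol (x axis), before and after the GC correction. Points are the 2 libraries of a group and bars their mean, and the highest points, 0.278 and 0.292 at p10 in Mulas2019 conditions, fall to 0.044 and 0.048.

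The log2 change from p0 fell with the GC content of the bin in all 8 libraries after p0, all compared with the same 2 p0 libraries. The p0 libraries had the steepest slopes of log2 CPM itself per percent GC, 0.109 and 0.106, against 0.034 and 0.029 at p10 in Mulas2019 conditions. Across autosomal bins, which are not independent replicates, Pearson's r was -0.96 and -0.94 at p10 and -0.93 and -0.86 at p20 in Mulas2019 conditions, and -0.92 and -0.93 at p10 and -0.67 and -0.70 at p20 in Keniry2022 conditions. The slope of the change per percent GC was -0.076 and -0.078 at p10 in Mulas2019 conditions and -0.027 and -0.035 at p10 in Keniry2022 conditions. A smooth GC curve accounted for 97.52% and 97.36% of the variance of the bins at p10 in Mulas2019 conditions.

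**Figure D3:**
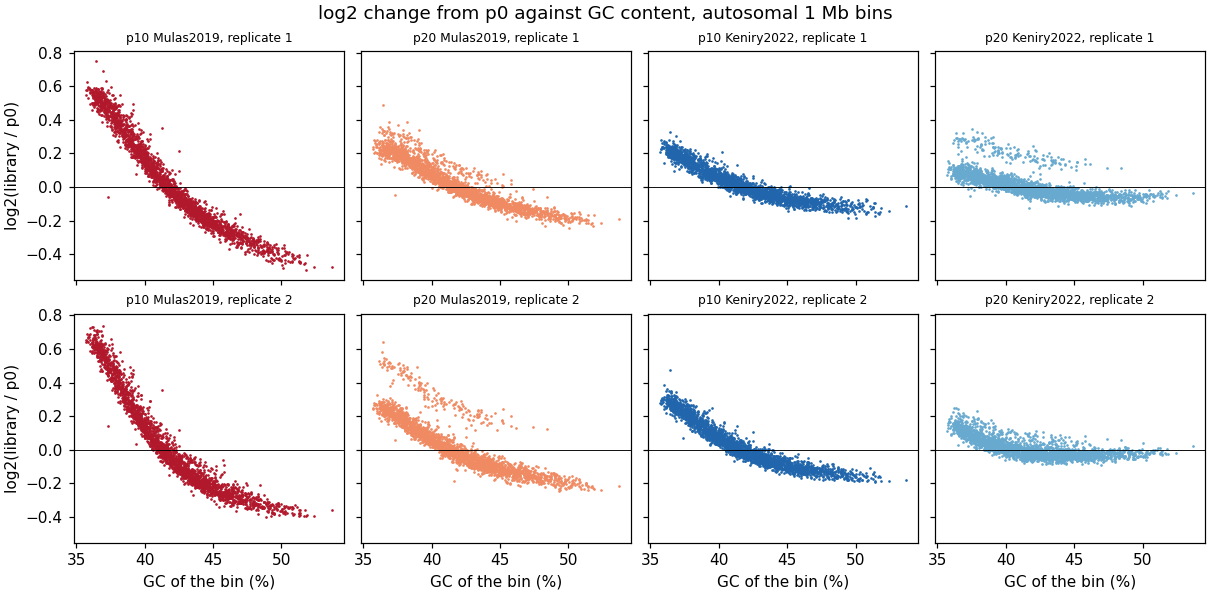
log2 ratio to the p0 library with the same replicate number (y axis) against the GC content of the autosomal 1 Mb bin in percent (x axis), with 1 panel per library and 1 point per bin. The points form a falling curve, steepest at p10 in Mulas2019 conditions, and a separate band lies above it in the libraries labelled p20 Mulas2019 replicate 2 and p20 Keniry2022 replicate 1.

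Shares of whole chromosomes were compared next. With limma over 21 chromosomes, 15 differed from p0 at p10 and 11 at p20 in Mulas2019 conditions, and 9 at p10 and 1 at p20 in Keniry2022 conditions. The GC correction with a fixed replicate block lowered the count at p10 in Mulas2019 conditions to 4. Between protocols 14 chromosomes differed at p10, 9 at p20, and 16 between p20 Keniry2022 and p10 Mulas2019. Single libraries moved some of these counts by over 1.5 times. For p20 Mulas2019 against p0 the count was 6 without p0 replicate 1 and 5 without p20 Mulas2019 replicate 2. For p10 Keniry2022 against p0 it was 0 without either p0 library and 1 without p10 Keniry2022 replicate 2, and for p20 Keniry2022 it was 0 without either p0 library. Between protocols it was 9 at p10 without p10 Keniry2022 replicate 1, and at p20 it was 2 and 0 without p20 Mulas2019 replicates 1 and 2 and 1 without the library labelled p20 Keniry2022 replicate 2. The autosome with the largest shift at p10 in Mulas2019 conditions was chromosome 11, with -0.18 (SE 0.017, limma adjusted p 2.85e-04), and its shift after the GC correction was 0.00022. Chromosome X was higher at p10 in Mulas2019 conditions by 0.36 (SE 0.021, limma adjusted p 4.37e-05) and by 0.06 after the GC correction (limma adjusted p 6.82e-05). Its shift was 0.14 at p20 in Mulas2019 conditions and 0.14 at p10 in Keniry2022 conditions, the last of which did not pass the threshold without p0 replicate 1 (0.14) or p0 replicate 2 (0.15). At p10 it was -0.22 in Keniry2022 against Mulas2019 conditions (SE 0.021, limma adjusted p 6.48e-04). With the GC trend removed and the random replicate block these 3 shifts were 0.012, 0.017 and -0.038. Their limma adjusted p values were 0.0371, 0.0334 and 5.30e-04, so all 3 still passed. With the GC correction and a fixed block, 0 chromosomes passed at p10 in Keniry2022 conditions. None of those passing at p20 in Mulas2019 conditions was higher, so the first 2 of these calls depended on the block.

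Chromosome 3 held 5.75% (95% Wilson interval 5.74 to 5.76) and 5.79% (5.78 to 5.80) of reads at p0. It held 6.28% and 6.56% at p10 and 6.40% and 7.14% (7.13 to 7.15) at p20 in Mulas2019 conditions, and 5.996% and 6.15% at p10 and 6.58% and 6.18% at p20 in Keniry2022 conditions, with intervals of like width. Its shift against p0 was 0.17 at p10 (limma adjusted p 0.0433) and 0.20 at p20 (limma adjusted p 0.0270) in Mulas2019 conditions, and 0.07 at p10 (limma adjusted p 0.421) and 0.15 at p20 (limma adjusted p 0.188) in Keniry2022 conditions. The p10 call was lost without any 1 of the p0 and p10 Mulas2019 libraries (shift 0.14 to 0.20), and after the GC correction the p10 Mulas2019 shift was 0.04 (limma adjusted p 0.709). The p20 Mulas2019 call was lost without p0 replicate 1 (0.20), p0 replicate 2 (0.21) or p20 Mulas2019 replicate 2 (0.12). After the GC correction the p20 Mulas2019 shift was 0.18 and no longer passed the threshold (limma adjusted p 0.0843), with 0.11 and 0.26 in the 2 lines against 0.12 and 0.28 before, so that the shift and its spread changed little and the call lay near the threshold. The difference between protocols in this shift at p20 was -0.06 (SE 0.059, limma adjusted p 0.479), and it was 0.02 without p20 Mulas2019 replicate 2 and 0.01 without the library labelled p20 Keniry2022 replicate 2.

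Chromosome Y held 0.00145% of reads (442 reads, 95% Wilson interval 0.00132 to 0.00159) at p0 in line 1 and 0.0554% (16973 reads, 0.0546 to 0.0562) in line 2. In line 2 the share was 0.0594% (0.0586 to 0.0602) at p10 and 0.0377% (0.0370 to 0.0384) at p20 in Mulas2019 conditions, and 0.0570% (0.0561 to 0.0578) at p10 in Keniry2022 conditions. The library labelled p20 Keniry2022 replicate 1 held 0.0441% (0.0433 to 0.0448) and the library labelled replicate 2 held 0.000673% (0.000590 to 0.000767), the opposite order to every other group. With 1 of 92 Y bins past the filter, the Y shift in the fit had an SE of 4.27 and was not informative, so Y is given as shares.

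**Figure D4:**
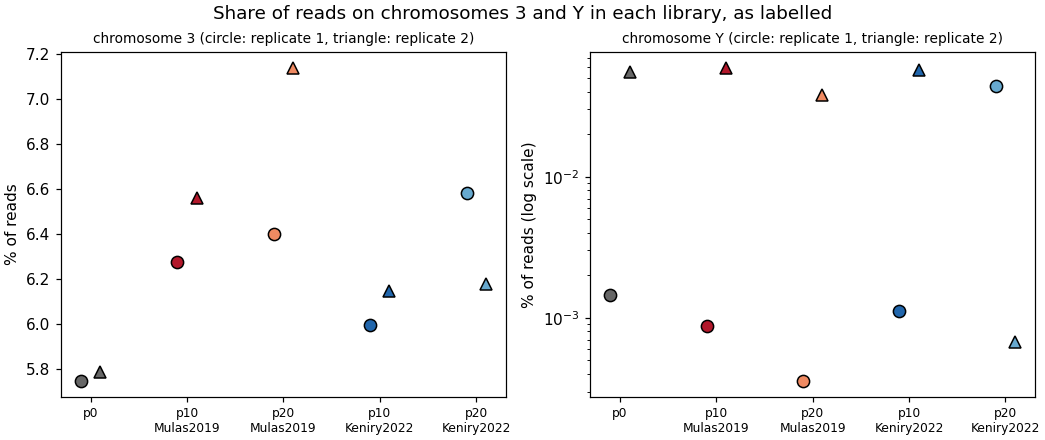
Percent of reads on chromosome 3 (left) and chromosome Y (right, log scale) in each library, by group (x axis) and by replicate number as labelled (circle 1, triangle 2). Chromosome 3 is highest, at 7.14%, in p20 Mulas2019 replicate 2, and the Y order is turned in the p20 Keniry2022 libraries.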

Values the study reported

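The study reported that about 57% of the genome was differentially represented at p10 and about 5.5% at p20 in Mulas2019 conditions, using bins of 1 Mb with an FDR below 0.05 and a log2FC above 1.1. It reported no differentially represented regions in Keniry2022 conditions. At the level of whole chromosomes it reported no large abnormality, apart from 1 line without the Y chromosome, which it placed in the derivation of the line and so ahead of p0.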

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

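The tests of the smooth GC trend and of single-fragment bias as the whole cause, and of windows of very high count, were chosen only after the results had been seen.

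The change from p0 to p10 differed between the protocols. In the direct limma comparison 29.3% of bins differed between Keniry2022 and Mulas2019 conditions. After the GC correction 0 bins differed with limma in this comparison. The pattern at p10 in Mulas2019 conditions against p0 was examined further. Gain or loss of whole chromosomes is argued against, since centring each chromosome on its own median left at least 0.974 of the SD in both lines. Repeat-rich windows of very high count are argued against too, since there were 7 of them with at most 0.410% of reads in a library, and the change in their share shifted all other bins by at most 0.0020 on the log2 scale in the p10 Mulas2019 libraries. A refit without them could not have come out otherwise. A smooth trend with GC content carried the calls, since with the random block 1495 bins passed before and 1 after it was removed, and with the fixed block 1502 before and 2 after. What made the trend is less clear. If it acted on single fragments alone and linearly in GC, adjacent 10 kb windows should show the same slope as 1 Mb bins. They did in simulated data (ratio 1.001). That simulation set a linear bias on the GC of the window over a constant expected count, so the ratio was built in. In the data the ratio was 0.507 (95% bootstrap interval 0.493 to 0.521) and 0.311 (0.298 to 0.324) in the 2 lines. These ratios argue against a linear bias of single fragments as the whole cause. A curved bias was not simulated, so they cannot exclude it. An effect of wide domains with none at single windows is argued against by the same 2 ratios, of which the lower was 0.311. At p10 in Keniry2022 conditions the ratios were 0.044 and 0.250 in replicates 1 and 2, so this argument covers p10 Mulas2019 only. A change of wide domains of the DNA itself, such as another share of cells in S phase, had been set to be excluded where the GC of the 10 kb window explained the change better than any wider average in either line. This bound was first applied to both lines, and to either line, as it had been worded, only after the values were seen. In line 1 it was met, by 1.14 percentage points of variance (95% bootstrap interval 0.84 to 1.42), while in line 2 the same difference was -2.04 points (-2.31 to -1.76), with GC averaged over 50 kb the better, and GC averaged over 200 kb was better than the 10 kb window as well (-0.77 points, -1.15 to -0.42). That argues against such a change as the whole cause in line 1, and line 2 alone would not have excluded it. The general form of fragment bias cannot be told apart from a mixture, since the slope within 1 Mb bins was 0.701 and 0.581 of that between bins, between the bounds set for either outcome. A mixture of library preparation bias and a domain-scale difference therefore may remain, as a hypothesis, as may a curved bias of single fragments. Library batch is not given in the labels, and a difference caused by the culture protocol stays open and untested.

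The Y share moved in opposite directions in the 2 lines as labelled in p20 Keniry2022, by 4.93 on the log2 scale relative to p0 in the library labelled replicate 1 and by -6.36 in that labelled replicate 2. The difference between the lines was not tested, with 1 library each. Crossed replicate numbers are a candidate explanation. Autosomal 10 kb windows outside chromosome 3 that differ between the lines in all 4 other groups should then differ the opposite way. A first minimum on the mean log2 difference of 0.75 left 0 windows, and it was replaced by a rule based on counting noise (Bonferroni over 208651 windows) before its outcome was seen. This left 3 windows, all 3 of which went the opposite way, with a median of -0.56 in the direction of the other groups. When each of the other groups was held out by the same rule, 1 of 1 window (p0), 3 of 4 (p10 Mulas2019), 1 of 1 (p20 Mulas2019) and 3 of 3 (p10 Keniry2022) went the same way as the rest. With fewer than 10 windows the test was taken as too small to decide, so crossed numbers cannot be told apart from another cause by it. Correlations of the lines' differences with p20 Keniry2022 were -0.687 to -0.039 over autosomal bins after the GC correction. They were -0.076 to 0.053 without chromosome 3. Without chromosome 3 and the GC correction they were 0.102 to 0.311, in the direction of the labels. The chromosome 3 order was turned too. After the GC correction its shifts in replicates 1 and 2 were 0.02 and 0.09 (p10 Mulas2019), 0.11 and 0.27 (p20 Mulas2019), and 0.03 and 0.05 (p10 Keniry2022). In the libraries labelled p20 Keniry2022 they were 0.19 and 0.09. That order is the one crossed numbers predict. The shift rose during culture and is no fixed mark of a line, so it cannot decide. The Y shares are the pattern itself. Mixing of cultures was not tested. No biological explanation was tested.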

How the results depend on the processing

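The crossed pairing, the removal of windows of very high count, the GC correction with the random block, voom with crossed numbers and chromosomes without Y were chosen only after the data had been seen. Refits without a library that leave a group with 1 library assume that it varies like the other groups. Values are percent of bins past the threshold unless said otherwise, and causes were not tested unless stated.

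The p10 Mulas2019 value (58.8%) lay between 50.8% and 59.1% under the alternatives that kept 1 Mb bins or 5 Mb windows, the minimum fold change of 1.1 and the GC trend, and between 55.1% and 57.4% without single libraries. The larger departures came from 3 choices. With the GC correction and a fixed replicate block, 0.079% passed at p10 Mulas2019, 0.079% in p20 Keniry2022 against p10 Mulas2019, and 0 in p20 Mulas2019 and p10 Keniry2022 against p0, p10 Keniry2022 against p10 Mulas2019, and p20 against p10 Mulas2019. With the GC correction and the random block the value was 0.039% at p10 Mulas2019, 0.079% matched by days and 0 in the other comparisons. With the minimum as a log2FC of 1.1, every comparison had 0. With no minimum change, the values were 89.3% (p10 Mulas2019), 80.6% (p20 Mulas2019), 73.4% (p10 Keniry2022), 17.4% (p20 Keniry2022), 81.7% (between protocols at p10), 63.7% (at p20), 88.1% (matched by days), 80.4% (p20 against p10 Mulas2019) and 39.8% (difference in the change from p10 to p20). In 10 kb windows, with a median of 111 to 144 reads each, they were 15.9%, 0.022% (p20 Mulas2019), 0 (p10 Keniry2022), 0.027% (between protocols at p10), 5.19% (matched by days), 0.0060% (p20 against p10 Mulas2019) and 0.0016% (difference in the change from p10 to p20), where the number of reads per window is lower and the cause was not tested further.

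The replicate block moved the smaller counts. With no replicate block the value was 57.9% at p10 Mulas2019, 4.76% at p20 Mulas2019 and 0 at p10 Keniry2022, and with the fixed replicate block 7.16% at p10 Keniry2022. No other total moved by over 1.5 times with either choice of block. By direction, the lower bins at p20 Mulas2019 numbered 25 with the fixed block and 1 with none, against 4, and the higher bins at p20 against p10 Mulas2019 numbered 39 and 17, against 26. With the replicate numbers of p20 Keniry2022 crossed, p10 Keniry2022 had 0 in limma and 0 in voom, and p10 Mulas2019 had 59.1%.

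The p20 Mulas2019 value (8.89%) was 4.52% with no filter on low bins, 4.49% with libraries centred on the autosomal median and 1.90% in 5 Mb windows, and 0 to 8.82% without single libraries, where it was 0 without either p0 library and 1.53% without p20 Mulas2019 replicate 2. The p10 Keniry2022 value (4.21%) was 2.38% on autosomes only and 0 with no filter, with the filter at 0.5 of the median bin, with centring, in 5 Mb windows and with voom, and 0 to 8.34% without single libraries, with 0 without either p0 library or p10 Keniry2022 replicate 2 and 8.34% without p10 Keniry2022 replicate 1. The 5 Mb windows gave 19.2% between protocols at p10 and 12.4% for p20 against p10 Mulas2019. Without single libraries these were 14.4% to 35.4% and 13.8% to 17.5%, and the value matched by days was 45.0% to 48.2%. With centring, the higher part of the bins called between protocols at p10 was 15.6%, against 27.4% without it.

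The number of chromosomes past the threshold (15, 11, 9 and 1 against p0 in the order p10 and p20 Mulas2019, p10 and p20 Keniry2022, and 14, 9 and 16 between protocols at p10, at p20 and matched by days) changed as follows. With the GC correction and fixed replicate block it was 4, 2, 0, 2 (at p10 between protocols), 0 (at p20) and 4 (matched by days), and with the random block 4, 5, 1, 4 (p20 Keniry2022), 2, 0 and 4. With the mean over bins it was 5 for p20 Mulas2019, 0 for p20 Keniry2022 and 0 between protocols at p20. With no centring it was 4 for p10 Keniry2022 and 8 between protocols at p10. With shares of all reads it was 5 for p10 Keniry2022 and 0 for p20 Keniry2022, and with no filter 2 for p20 Keniry2022. Without single libraries the ranges were 5 to 10 for p20 Mulas2019, 0 to 9 for p10 Keniry2022, 0 to 1 for p20 Keniry2022, 9 to 14 between protocols at p10 and 0 to 8 at p20.

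The difference in spread (0.122) became 0.144 with the MAD and 0.101 in 5 Mb windows, both with an exact permutation p of 0.029, and lay between 0.096 and 0.149 without single libraries. Among named bins 277 of 358 values under alternatives other than single libraries kept their direction and their call, 79 kept their direction without the call and 2 reversed. Among named chromosomes 219 of 243 kept both, 14 lost the call and 10 reversed. Under either GC correction the chromosome 10 bin from 80000001 (matched by days) was -0.0069, chromosome 11 was 0.00022 (p10 Mulas2019), -0.0040 (between protocols at p20) and -0.000014 (matched by days), and chromosome 3 was 0.085 (matched by days), against -0.024 before. With no filter Y was 0.079 at p10 Mulas2019 and -0.16 between protocols at p10. Without single libraries the Y shift ranged from -3.46 to 3.26 (p10 Mulas2019), -5.70 to 2.56 (p20 Mulas2019), -3.70 to 3.57 (p10 Keniry2022), -6.26 to 4.79 (p20 Keniry2022), -3.60 to 3.67 and -4.69 to 6.36 (between protocols at p10 and p20) and -6.16 to 4.89 (matched by days), where the cause was not tested. Chromosome 3 ranged from -0.14 to 0.021 between protocols at p20 and from -0.094 to 0.047 matched by days.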

Other observations

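The test of the chromosome 3 share against the smooth GC trend was chosen only after the result had been seen.

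The share of bins changed at p20 in Mulas2019 conditions was 8.89% here with limma, 6.81% with voom, and 4.76% without the replicate block, 4.52% with no filter and 4.49% with centring. The limma and voom values are higher than the share the study reported, and those of the other fits named here are lower. All of these fits used a minimum fold change of 1.1 and excluded no blacklisted regions, whereas the study prints a log2FC of 1.1. With that printed minimum 0 bins passed here at p10 and 0 at p20 in Mulas2019 conditions, so the reported shares were not reached with it. In Keniry2022 conditions 107 bins passed at p10 here. That is higher than in the study, which reported none. The count here was 0 with voom, without the replicate block, with either GC correction, with no filter, with the filter at 0.5 of the median bin, with centring, in 5 Mb and 10 kb windows, with the minimum as a log2FC of 1.1 and with the replicate numbers of p20 Keniry2022 crossed.

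Chromosome 3 was higher at p20 in both protocols, and after the GC correction it exceeded every other autosome at p10 as well, with 0.02 and 0.09 in Mulas2019 and 0.03 and 0.05 in Keniry2022 conditions. A smooth GC trend is argued against, since after its removal the chromosome 3 shift relative to the other autosomes was at least 0.086 in all 4 p20 libraries, while the highest of the 18 other autosomes was at most 0.013. The 4 values were 0.11 and 0.27 in Mulas2019 and 0.19 and 0.09 in Keniry2022 conditions. A local amplification is argued against, since 100% of the 16 segments of 10 Mb lay above 0 in both Mulas2019 libraries, as in both Keniry2022 libraries. A candidate explanation is an extra copy of the whole chromosome in a part of the cells, which would correspond to 16.1% and 41.3% of cells in the p20 Mulas2019 libraries and to 27.7% and 12.3% in those labelled p20 Keniry2022. This is a hypothesis, since no cells were karyotyped in these data, and the study reported no large abnormality of a whole chromosome besides Y. With 2 lines per group the protocols were not shown to differ in it.

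In line 2, the Y share was lower at p20 in Mulas2019 conditions. A trend with GC content is argued against, since Y reads relative to autosomal windows of the same GC content were at 62.7% of p0 (95% bootstrap interval over windows 60.6 to 64.7). They were at 91.8% at p10 in Mulas2019 and 94.4% at p10 in Keniry2022 conditions. The Y windows were chosen by their reads in p0 replicate 2, the reference, which can lower the values of all other libraries. The p10 values are therefore not read as a fall, as the whole Y share was 0.0594% and 0.0570% there against 0.0554% at p0. The p10 libraries share this choice of windows, and the p20 Mulas2019 value lay below theirs. The study described loss of Y from a line during its derivation. Line 1 had few Y reads at p0 (442), and fewer at p10 in Keniry2022 (350) and at p10 (240) and p20 (125) in Mulas2019 conditions. On the scale of p0 replicate 2, it went from 2.56% at p0 to 0.65% at p20 in Mulas2019 conditions. The library labelled p20 Keniry2022 replicate 1 was at 79.0% (76.8 to 81.2) on that scale, which is a change within 1 line only if the numbers are crossed. Loss of Y in a part of the cells is a possible explanation for the fall in Mulas2019 conditions, with 1 library per line.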
